# Transition Zone1 Negatively Regulates *Arabidopsis* Aluminum Resistance Through Interaction With Aconitases

**DOI:** 10.3389/fpls.2021.827797

**Published:** 2022-01-27

**Authors:** Jiajia Liu, Benhui Shi, Mengxin Zhang, Guangchao Liu, Zhaojun Ding, Huiyu Tian

**Keywords:** aluminum stress, root growth, TZ1, ACO, citrate

## Abstract

The soluble form of aluminum (Al) is a major constraint to crop production in acidic soils. The Al exclusion correlated with the Al-induced organic acid is considered as an important mechanism of Al resistance. The regulation of organic acid exudation in response to Al stress mediated by the root organic acid transporters has been extensively studied. However, how plants respond to Al stress through the regulation of organic acid homeostasis is not well understood. In this study, we identified the functionally unknown *Transition zone1* (*TZ1*) as an Al-inducible gene in the root transition zone, the most sensitive region to Al stress, in *Arabidopsis*. *tz1* mutants showed enhanced Al resistance and displayed greatly reduced root growth inhibition. Furthermore, TZ1 was found to interact with the aconitases (ACOs) which can catalyze the conversion from citrate, one of the most important organic acids, into isocitrate. Consistently, in *tz1* mutants, the citric acid content was highly increased. Collectively, this study provides evidence to show that TZ1 negatively regulates root growth response to Al stress through interacting with ACOs and regulating citric acid homeostasis.

## Introduction

Aluminum (Al) is a prevalent kind of metal elements in the soil and most of the aluminum is in silicate or other solid forms, which are non-toxic to plants. However, in acidic soils (pH < 5.0), the trivalent aluminum ion (Al^3+^) are released from clay minerals and are quite toxic to crop plants (Kochian et al., 2004; Chauhan et al., 2021). Al toxicity is a major limiting factor that reduces crop yields worldwide and constrains the food security, especially in the developing countries in tropical and subtropical regions abundant with acidic soils (Kochian et al., 2015). Al toxicity can target the root apex and restrain the growth of the plant root and subsequently affect the uptake of water and nutrients, which finally results in a significant reduction in crop yields (Kochian et al., 2004; Delhaize et al., 2007; Motoda et al., 2007; Xu et al., 2017).

Based on the previous studies, plants have developed two main mechanisms to deal with the Al stress: (1) Al exclusion mechanism, in which Al is prevented from entering the plant root apex and (2) Al tolerance mechanism, which involves the detoxification and sequestration of the internal Al once it enters the roots. The most widely documented Al exclusion mechanism is Al-induced release of organic compounds, specially the diverse organic acid ions, such as malate, citrate, and oxalate, to chelate toxic Al^3+^ in rhizosphere by forming non-toxic compounds and thus prevent Al^3+^ from entering the root cell (Kochian et al., 2015). Until now, numerous studies in different monocot and dicot plant species demonstrated that the members of aluminum-activated malate transporter (ALMT) and multidrug and toxin extrusion (MATE) families facilitate the Al-activated efflux of malate and citrate, respectively (Sasaki et al., 2004; Hoekenga et al., 2006; Ligaba et al., 2006; Furukawa et al., 2007; Magalhaes et al., 2007; Liu et al., 2009, 2018; Maron et al., 2010; Yang et al., 2011; Tovkach et al., 2013; Zhou et al., 2017). Based on the studies in *Arabidopsis*, ALMT1-mediated malate exudation from roots under Al stress provides a major contribution to Al detoxification (Hoekenga et al., 2006). Citrate exudation facilitated by MATE plays a minor but an important role to detoxify Al (Liu et al., 2009). Additionally, previous studies have shown that the Cys_2_-His_2_-type zinc finger transcription factor STOP1 could stimulate *ALMT1* and *MATE1* expression under Al stress (Iuchi et al., 2007; Liu et al., 2009; Wu et al., 2019; Zhang et al., 2019; Huang, 2021; Xu et al., 2021).

The tricarboxylic acid (TCA) cycle which is called citric acid cycle or the Krebs cycle in the mitochondria provides a large number of organic acids, namely malic acid, citric acid, and oxalic acid (Millar et al., 2011). The citric acid content is strictly dependent on its biosynthesis and catabolism in the Krebs cycle. Overexpressing the enzymes involved in citric or malic acid synthesis, such as citrate synthase (Barone et al., 2008; Deng et al., 2009; Han et al., 2009), malate dehydrogenase (Tesfaye et al., 2001; Wang et al., 2010), and pyruvate phosphated kinase (Trejo-Téllez et al., 2009) could all enhance the citric or malic acid synthesis and improve Al tolerance of the plant. Aconitase (ACOs) and isocitrate dehydrogenase (IDH) of the TCA cycle involved in the citrate catabolism are responsible for the adjacent catalytic reactions to convert citrate into isocitrate and then into α-ketoglutaric acid, respectively, leading to the reduction of the citric acid content. The *aco1* and *idh12* mutants showed higher accumulation of citric acid and enhanced resistance to Al stress (Anoop et al., 2003).

The root tip is the major target site of Al toxicity (Ryan and Kochian, 1993; Baluska et al., 2010; Baluska and Mancuso, 2013; Alarcon and Salguero, 2017). The transition zone (TZ) in the root tip is the boundary located between the apical meristem and the basal elongation region where the cells are in a transitional stage of cyto-architectural rearrangement, preparing to perform rapid cell elongation (Baluska et al., 2010). In addition to its role in determining the cell fate and root growth, TZ perceives endogenous hormonal signal and exogenous environmental stimuli and translates them into differential growth responses (Baluska et al., 2010; Kong et al., 2018). Studies from maize (*Zea mays*), common bean, *Arabidopsis* and sorghum indicated that TZ is the most sensitive part of the root to Al stress (Sivaguru et al., 1999; Illés et al., 2006; Rangel et al., 2007; Sivaguru et al., 2013). For example, in maize, Al treatment to the root TZ but not the elongation zone (EZ) inhibits the root growth as the effect of the treatment to the entire root apex (Kollmeier et al., 2000). Al induces ethylene production in the root TZ and subsequently alters auxin distribution in roots by disrupting AUX1- and PIN2-mediated auxin polar transport and consequently results in the root growth inhibition (Sun et al., 2010). Furthermore, ethylene signaling can enhance the auxin responses in the TZ by locally upregulating the *Trp aminotransferase* (*TAA1*) expression and results in the auxin-regulated root growth inhibition through a number of auxin response factors (ARFs) under Al stress (Yang Z. B. et al., 2014). In addition, auxin synthesis genes *YUCCAs* (*YUCs*) can be transcriptionally regulated by ethylene signaling in the root TZ in response to Al stress. EIN3 and PIF4 transcriptionally regulate Al-induced *YUC* expression and thus involve in the Al-induced auxin accumulation in root TZ and inhibit the root growth (Liu et al., 2016). Al stress triggers a cytokinin response in the root TZ, which is dependent on the ethylene signaling and inhibit the root growth (Yang Z. B. et al., 2017). Additionally, cytokinin signaling regulates the root elongation synergistically with auxin signaling in response to Al stress, which is different from their antagonistic roles at the root TZ to control the root growth without Al (Dello Ioio et al., 2008; Di Mambro et al., 2017).

To further clarify the molecular mechanism involved in plant Al resistance, we transcriptomically analyzed the gene expression profile in root tips under Al stress and identified one unknown function gene *Transition zone1* (*TZ1*), which was highly upregulated in the root TZ after Al treatment. *tz1* mutants displayed increased citrate acid content and enhanced Al resistance. Further analyses showed that TZ1 could interact with ACOs and enhance their activity to catalyze the conversion of citric acid to isocitric acid and thus regulate the Al resistance of the plant.

## Materials and Methods

### Plant Materials and Growth Conditions

The *Arabidopsis* Columbia (Col-0) and T-DNA insertion lines, such as *aco1* (*GK_138A08*), *aco2* (*SALK_090220*), and *aco3* (*SALK_014661*) were obtained from Arabidopsis Biological Resource Center (ABRC). 

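The mutants were made with Cas9, a nuclease that a guide RNA directs to a 20-base target followed by an NGG motif (the PAM). TZ1 (AT4G23870) lies on chromosome 4 of TAIR10.1 from 12414058 to 12415063 on the plus strand. The annotation gives it 1 transcript of 1006 bases with 1 exon, and a coding sequence of 351 bases from 12414409 to 12414759 that encodes 116 amino acids. Both guide targets match this coding sequence without a mismatch. The first target, ATGGGAAACTGTTTGATGGG, covers 12414409 to 12414428 on the plus strand, beginning at the start codon, and is followed by the PAM AGG. With its flanks it reads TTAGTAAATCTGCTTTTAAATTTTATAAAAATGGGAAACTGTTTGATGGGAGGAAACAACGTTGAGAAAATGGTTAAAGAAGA. Cas9 would cut after base 17 of the coding sequence, in codon 6. The second target, GGGAGAAGCGGCTGCAAAGG, covers 12414645 to 12414664 on the plus strand and is followed by CGG, with the expected cut after coding base 253, in codon 85. Its context is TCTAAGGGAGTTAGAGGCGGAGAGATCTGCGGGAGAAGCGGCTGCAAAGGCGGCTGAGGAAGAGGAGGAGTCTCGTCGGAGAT. A search of the reference with up to 3 mismatches and an NGG motif found 1 further site. It matches the first target with 3 mismatches on the minus strand of chromosome 1 from 24040523 to 24040542, in the coding sequence of AT1G64700. The substitutions, counted from 1 at the 5′ end of the target, are G15A, A16T and G18C. Editing at this site was not analysed here.

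**Figure D1:**
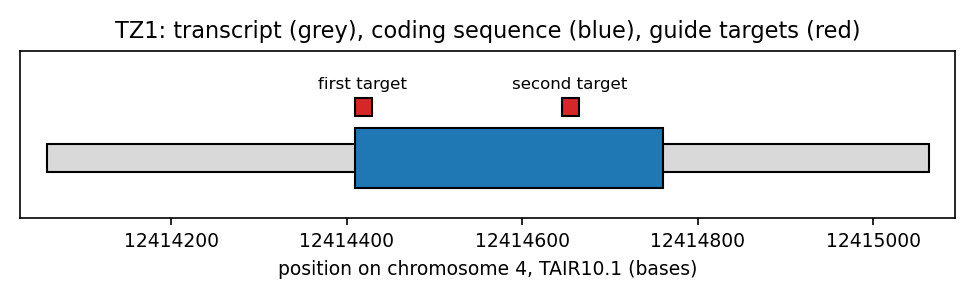
Map of TZ1 on chromosome 4 (x axis, position in bases, TAIR10.1) with the transcript in grey, the coding sequence in blue and the guide targets in red. The first target begins at the start codon at 12414409 and the second lies from 12414645 to 12414664.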

For constructing the *pYAO*-based CRISPR/Cas9 (Yan et al., 2015) mutants *tz1-1* and *tz1-2*, two targets 5′-ATGGGAAACTGTTTGATGGG-3′ and 5′-GGGAGAAGCGGCTGCAAAGG-3′ were designed on the website http://crispr.mit.edu/. Then, *pYAO*-based CRISPR/Cas9 constructs were transformed into Col-0 plants. The *TZ1* full-length genomic sequence was constructed into pKGWFs7.1 driven by *TZ1* native promoter and transformed into Col-0 to generate the *TZ1p:TZ1-GFP-GUS* transgenic plants. Seedlings were grown on 1/2 Murashige and Skoog (MS) medium or hydroponically 2% modified molecular genetics research laboratory (MGRL) solution (pH 5.0) under a 16-h photoperiod at 22°C.

### Treatments and Experimental Conditions

In all the root growth analyses, the seeds were sown onto polypropylene mesh floating on 2% modified MGRL solution containing 0 or 6 μM AlCl_3_ (pH 5.0) for 7 days. For La^3+^ treatment, the seeds were sown onto polypropylene mesh floating on 2% modified MGRL solution containing 0 or 1 μM LaCl_3_ (pH 5.0) for 5 days. The primary root length was measured using image J software. Citric acid and Al content experiments were carried out with Al (AlCl_3_, 15 μM, pH 5.0) treatment for 24 h.

### β-Glucuronidase Staining

The 7-day-old plants growing on 1/2 MS were used for histochemical β-glucuronidase (GUS) staining experiments and the GUS staining was conducted at 37°C overnight. The staining solution contains: 0.1 M potassium phosphate buffer (pH 7.0), 2 mM potassium ferri and ferrocyanide, 0.1% Triton X-100, and 2 mM X-glucuronide. The stained plants were observed with a differential interference contrast microscope (OLYMPUS BX53, Japan).

### Citrate Content Analysis

After Al treatment, a proper amount of plant samples was weighed, added with 0.25 mol/L HCl at a ratio of 1:6 (W/V), and grounded in a centrifuge tube. The samples were bathed in water at 80°C for 20 min, with continuously shaking for several times. The supernatant was centrifuged at 12,000 g at 4°C for 20 min. The detection was conducted with the wavelength at 210 nm. The column temperature was 35°C with C18 column as the stationary phase. The mobile phase was 0.2% ammonium dihydrogen phosphate at pH 2.7, and the flow rate was 0.5.

### Aluminum Content Analysis

After treatment, the roots were washed three times with double distilled water. Then, the roots were digested with 65% ultrapure HNO_3_, and the concentration of Al was determined by graphite furnace atomic absorption spectrometer (GF-AAS, SHIMADZU, Japan).

### Hematoxylin Staining

The 7-day-old seedlings were exposed to 0 or 25 μM AlCl_3_ for 3 h and then, the roots were stained with hematoxylin according to the protocol described by Polle et al. (1978). The roots were rinsed in 5 ml distilled water for 20 min and the water was replaced with 5 ml 0.2% (w/v) hematoxylin (Merck) and 0.02% (w/v) potassium iodide solution for 15 min. Finally, the roots were re-rinsed in water. Root tips were then photographed using a digital camera (Olympus E-620).

### Confocal Microscopy Analysis

Confocal micrographs were captured using an LSM-700 device (Zeiss, Germany). To visualize the Al stress-induced expression of *TZ1p:TZ1-GFP-GUS* transgene, the 7-day-old seedlings were treated with or without Al (AlCl_3_, 25 μM, pH 5.0) for 3 h and the roots were imaged in water supplemented with propidium iodide (PI, 10 mg/L). PI and green fluorescent protein (GFP) were detected at excitation wavelengths of 488 and 561 nm, respectively.

### Subcellular Localization Assay

The *35S::TZ1-YFP* construct was generated by introducing the coding sequence (CDS) of *TZ1* into the binary vector *pX-YFP* (*p35S::X-YFP*), and then the construct was transformed into protoplasts of *Arabidopsis* mesophyll cells. The *35S::TZ1-YFP* together with the cytosolic marker ADH-RFP or plasma membrane maker ZmCRN-mCherry was transiently expressed in *Nicotiana benthamiana* leaf mesophyll cells by the infiltration of the *Agrobacterium tumefaciens* strain GV3101 carrying the corresponding plasmid. The transfected tobacco grows in the greenhouse for at least 48 h at 28°C before GFP and RFP scanning. The fluorescent signals were visualized with the LSM-700 laser scanning confocal microscope (Zeiss). The ZmCRN-mCherry and ADH-RFP signals were detected with 561 nm laser excitation and 580–675 nm emission, and the TZ1-GFP signal was detected with 561 nm laser excitation and 500–530 nm emission.

### Yeast Two-Hybrid Assay

Yeast two-hybrid (Y2H) assay was performed according to the match maker GAL4 Two-Hybrid System 3 manual of manufacturer (Clontech) (Liu et al., 2021). The CDS of *TZ1* was cloned into pENTRY and then to the plasmid *pGBKT7* by LR reaction (Takara, CA, United States). The prey TZ1-BD was used to screen a pre-transformed *Arabidopsis* root cDNA library. After culturing on synthetic medium plates (SD medium) lacking Trp, Leu, and His (SD-Trp-Leu-His) for 2 days, transformants were transferred onto SD-Trp-Leu-His-Ade. The aconitase1 (ACO1) (C-terminal) fragment was identified. Then, C-terminals of *ACO* genes were fused into *pGADT7* and the interaction with TZ1 was reconfirmed by Y2H.

### Luciferase Complementary Imaging Assay

The *TZ1* and *ACO* (C-terminal) were fused into *pCAMBIA1300-nLUC* and *pCAMBIA1300-cLUC*, respectively. Four different combinations of *A. tumefaciens* were infiltrated into the same leaves of *N. benthamiana* and cultured for 48 h (Yu et al., 2019). The leaves were treated with 0.2 mM luciferin before being detected with CCD imaging apparatus.

### Pull-Down and Western Blotting

The purified glutathione S-transferase (GST)-fused protein (ACO-GST) and maltose-binding protein (MBP)-fused protein (TZ1-MBP) were incubated with Glutathione Sepharose (GE Healthcare, catalog number 17-5132-01, IL, United States) or Amylose Resin (Biolabs, catalog number E8021S, MA, United States) overnight at 4°C. After being washed three times with buffer containing 25 mM HEPES pH 7.5, 150 mM NaCl, 1 mM DTT, the beads were boiled in sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) gel loading buffer at 99°C for 10 min and subsequently western blotting was performed using anti-GST or anti-MBP antibody. Primers used for pull-down assay are listed in Supplementary Data 2. For western blotting, proteins from cell lysates were denatured and subjected to SDS-PAGE (Bio-Rad, CA, United States) and transferred to poly (vinylidene fluoride) (PVDF) membranes (Millipore, catalog number IPVH00010, MA, United States). The membranes were blocked in 1 × TBST with 5% milk for 2 h, immunoblotted with indicated antibodies at 4°C overnight, followed by incubating for 2 h with horseradish peroxidase-conjugated secondary antibody at room temperature. Blots were visualized by SuperSignal West Pico Luminol Enhancer Solution (Thermo Fisher Scientific, MA, United States).

### Co-immunoprecipitation Assay

Cells were harvested and lysed in cell lysis buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.5 mM EDTA, 0.5% NP-40, and 1 mM PMSF) on ice for 30 min with pipetting every 10 min. Cell lysate was centrifuged and the supernatant was incubated with MYC-Trap magnetic agarose beads (Chromotek, catalog number ytma-20, Germany) at 4°C for 2 h. The beads were washed three times with dilution buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, and 0.5 mM EDTA) and resuspended in SDS loading buffer. The resuspended beads were boiled for 10 min at 99°C and western blotting was followed using anti-MYC (Abclonal, catalog number AE010, MA, United States) or anti-GFP (TransGen Biotech, catalog number HT801-02, Beijing, China) antibody.

### Statistical Analysis

The data between samples were compared by one way ANOVA with Student’s *t*-test. All values were presented as mean ± SD, and values of *p* < 0.05 were considered significant. * and^**^ denote differences significant at *p* < 0.05 and *p* < 0.01, respectively.

### Accession Number

Gene sequences described in this article are available in TAIR 10 under the accession numbers *TZ1* (*AT4G23870*), *ACO1* (*AT4G35830*), *ACO2* (*AT4G26970*), and *ACO3* (*AT2G05710*). 

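In TAIR10.1, ACO1 lies on chromosome 4 from 16972569 to 16978161 on the minus strand, and its longest transcript has 19 exons and encodes 898 amino acids. ACO3 lies on chromosome 2 from 2141329 to 2146678 on the plus strand, with 19 exons and 990 amino acids. No 50-base stretch of their transcripts occurs in the annotated transcript of another gene. The antisense gene AT2G05715 overlaps ACO3, whose values are uncertain where the authors' counting, which is not described in the paper's text, ignored strand. In the RNA-seq of root tips, expression is given as FPKM, the number of fragments on a transcript normalized for its length and for all mapped fragments of the sample. ACO1 had an FPKM of 97.6 ± 1.63 (SD, n = 3) in control seedlings and 90.3 ± 1.59 (SD, n = 3) after Al treatment. ACO3 had 115.9 ± 2.38 (SD, n = 3) in the control and 87.1 ± 4.22 (SD, n = 3) after Al. On the log2(FPKM + 1) scale ACO3 changed by -0.41 (standard error 0.061, adjusted p = 0.000407 from limma with Benjamini-Hochberg adjustment). The change of ACO1 was -0.11 (standard error 0.055, limma adjusted p = 0.111). With the replicate number as a block, the limma adjusted p was 0.00243 for ACO3 and 0.205 for ACO1, and across all alternatives it ranged from 0.000113 to 0.0109 for ACO3 and from 0.00901 to 0.871 for ACO1. ACO1 depended on how the samples were scaled. Median-ratio scaling raised nearly all genes by a common shift and gave ACO1 0.032, while TPM scaling gave -0.18 (limma adjusted p = 0.0213) and quantile normalization gave -0.21 (limma adjusted p = 0.00901).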

The Gene Expression Omnibus (GEO) accession number for the RNA-seq data reported in this paper is GSE189946.

## Results

### *Transition Zone1* Is Involved in Aluminum Resistance

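RNA from root tips of 7-day-old WT seedlings was sequenced in 6 samples, 3 after 3 h with 25 µM AlCl3, which supplies Al ions, and 3 without it. The labels of the samples give the treatment and the replicate number and name the tissue only as roots. The dose, the time and the restriction to root tips are the paper's. For 24379 genes the authors deposited an FPKM value per sample, rounded to 2 decimals, together with their own log2 ratio, P value and Q value. Read counts were not used here, so no test on counts was made. Low FPKM values of genes with 1 transcript fall on steps of single fragments, and from these steps the depth was estimated as 21750000 fragments (median of the 3 Al samples) and 21800000 fragments (median of the 3 control samples). Between 88.4% and 90.6% of the low values lay within 0.15 of a whole number of fragments, against 30% by chance. The mean depths of the groups differed by 0.306%. At this depth 3 fragments correspond to a TZ1 FPKM of 0.142 in the first control sample. Differences were tested with limma on log2(FPKM + 1) with a mean-variance trend, over the 18463 genes with an FPKM of at least 1 in at least 3 samples. A fold change on this scale understates the change of genes with low FPKM. At an adjusted p under 0.05, 3933 genes were higher and 7106 lower after Al treatment. The FPKM values of 12236 of the tested genes, 66.3%, did not overlap between the groups, where chance gives 10%. With the replicate number as a block in the fit, 3648 genes were higher and 6319 lower, and 3600 and 6266 of these were also called without the block. Same-numbered samples did not deviate together from their group means (mean correlation across genes -0.17). The split between higher and lower genes depended on the scaling. Of 3 scalings chosen after seeing the data, TPM scaling gave 3432 higher and 8174 lower genes, quantile normalization 4179 and 6817, and median-ratio scaling 5356 and 5036. Median-ratio scaling centres the changes, and under it the median log2 fold change of all tested genes moved from -0.13 to -0.0024.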

To identify new factors involved in Al resistance, especially in the root TZ, we treated the 7-day-old wild type (WT) *Arabidopsis* seedlings with or without 25μM AlCl_3_ for 3 h and performed transcriptome analyses with root tissues (approximately 0.5 cm in length from root tips). 

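The FPKM of TZ1 was 18.8 ± 1.77 (SD, n = 3) in control root tips and 23.9 ± 1.32 (SD, n = 3) after Al treatment. Each Al sample was above each control sample, and an exact two-sided permutation test gave p = 0.1, the smallest p that 3 samples against 3 allow. The log2 fold change was 0.33 (standard error 0.084, adjusted p = 0.00742 from limma with Benjamini-Hochberg adjustment). TZ1 ranked 3198 by size among the 3933 genes called higher. An estimated 359 to 531 fragments per sample lay on TZ1, which gives a counting error of 4.34% to 5.28%. With each sample left out in turn, the log2 fold change stayed between 0.26 and 0.39. With the replicate number as a block, the limma adjusted p was 0.0175. The alternative that moved TZ1 most was a GC correction. The TZ1 transcript has a GC content of 34.3%, and 0.957% of the tested genes have a lower one. The 200 genes nearest to it in GC content had a mean log2 fold change of 0.46 and a median of 0.14. With the replicate block and a least-squares loess correction for GC content, which had been set before the data were examined, TZ1 changed direction, to -0.10 (standard error 0.083, limma adjusted p = 0.317). With a robust loess in its place, chosen after that value was seen, the log2 fold change was 0.093 (standard error 0.082, limma adjusted p = 0.363). Across all alternatives the limma adjusted p of TZ1 ranged from 0.00186 to 0.363.

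**Figure D2:**
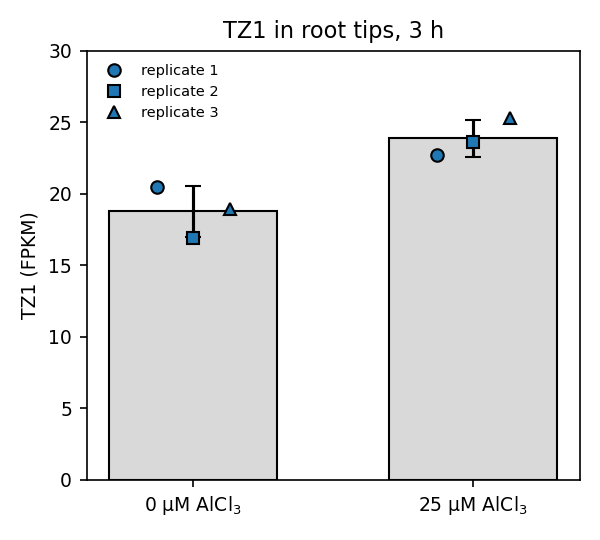
FPKM of TZ1 (y axis) in root tips after 3 h without or with 25 µM AlCl3. Points are single samples, bars are means and error bars are the SD of 3 samples, 18.8 ± 1.77 in the control and 23.9 ± 1.32 after Al.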

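Supplementary Data 1 lists 819 genes as upregulated, 682 genes expressed in the transition and elongation zones, of which 53 are described as unknown proteins, and the 13 genes common to the upregulated genes and these unknown zone genes. Of the 13 genes, 7 were higher after Al treatment by limma at an adjusted p under 0.05, and the number was also 7 when the adjustment covered the 13 genes alone. With the replicate block the number was 6, and with the block and the GC correction it was 5. All 13 had a log2 fold change above 0 when no p limit was set. The 13 were drawn from genes with a log2 ratio above 0 in the same data, so this was nearly fixed in advance. AT5G60350 rose most, from an FPKM of 0.433 ± 0.168 (SD, n = 3) to 32.2 ± 4.29 (SD, n = 3), a log2 fold change of 4.53 (standard error 0.13, limma adjusted p = 1.09e-08). AT1G72240 followed with 2.82 (standard error 0.13, limma adjusted p = 2.75e-07). AT4G35320, AT5G38790 and AT3G21680 had log2 fold changes of 1.61, 1.31 and 1.00, with an antisense gene overlapping AT5G38790, and TZ1 was also among the genes called. AT1G68430 rose by 0.30 (standard error 0.10, limma adjusted p = 0.0302) and was no longer called with the replicate block (limma adjusted p = 0.0731; range over all alternatives 0.00735 to 0.143). The remaining genes, AT1G67350, AT2G17300, AT2G20820, AT1G13670, AT3G55420 and AT5G02640, had log2 fold changes of 0.18, 0.12, 0.11, 0.11, 0.027 and 0.013 and adjusted p values between 0.0742 and 0.922 in limma. Antisense genes also overlap AT1G67350 and AT2G20820. Among all 53 unknown zone genes, 49 were tested and 16 were higher. Of the 819 listed genes, 516 were tested and 284 were higher. Of the 651 zone genes tested, 199 (30.6%) were higher and 244 (37.5%) lower, against 20.96% and 38.5% of the other genes. Their mean log2 fold change exceeded that of the other genes by 0.029, which did not pass the camera test of limma with or without the replicate block. The paper set its upregulated genes against the published zone profiles, took the unknown genes found in both, and chose TZ1 from them for study.

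**Figure D3:**
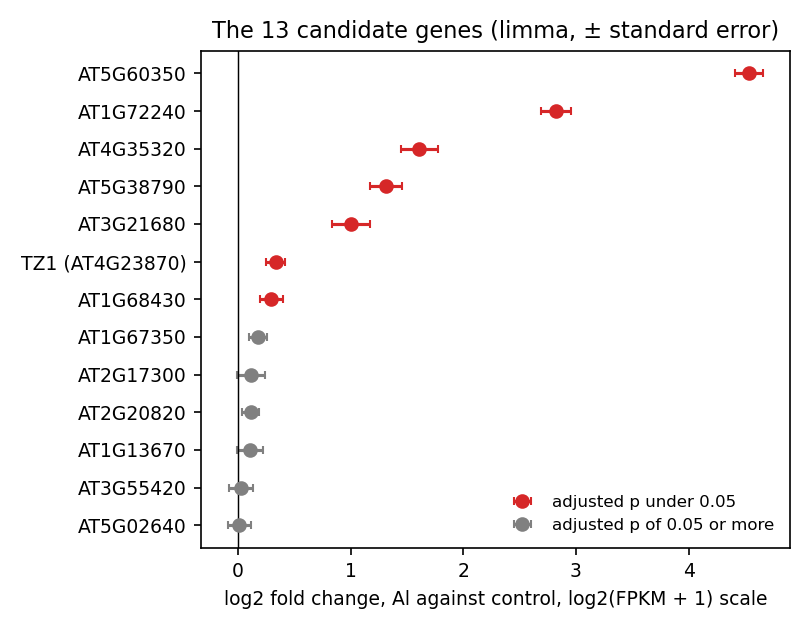
Log2 fold change of the 13 genes after Al treatment (x axis, log2(FPKM + 1) scale) with standard errors from limma over 3 Al and 3 control samples. The 7 red points have an adjusted p under 0.05 and range from 0.30 to 4.53, and the grey points lie between 0.013 and 0.18.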

In combination with the published zone-specific gene expression profile in primary root (Brady et al., 2007; Chaiwanon and Wang, 2015), we identified 13 function unknown genes which were transcriptionally upregulated after Al treatment in the root TZ (Supplementary Data 1) and one of them is *TZ1*. To explore the biological function of TZ1, especially in response to Al stress, we generated two independent mutant lines by CRISPR/Cas9 technology and named them as *tz1-1* and *tz1-2* (Supplementary Figure 1). According to the sequencing results, both *tz1-1* and *tz1-2* are frame shift mutations.

We then analyzed whether TZ1 is involved in Al stress response. Under normal conditions (2% MGRL solution), the two *tz1* mutants showed slightly decreased root elongation, however, after 7 days of Al treatment, the *tz1* mutants exhibited longer roots than the treated WT, displaying much less inhibited root growth (Figures 1A,B). All the results indicated that TZ1 negatively regulates Al resistance in *Arabidopsis*. To further confirm the specific function of TZ1 in Al resistance, we exposed WT and *tz1* mutants to lanthanum (La^3+^) stress and found that there was no difference in the root growth between WT and *tz1* mutants, indicating that *TZ1* responds to Al stress specifically (Supplementary Figure 2). We then measured the Al content in *tz1* mutants and WT, and the results showed less Al accumulated in the root of *tz1* mutants (Figure 1C). Moreover, the intensity of hematoxylin staining was weaker in the root tip of *tz1* mutants than that in WT, further indicating that TZ1 affects the Al accumulation in the cell wall of the root tip and thus regulates the Al resistance (Figure 1D).

**FIGURE 1:**
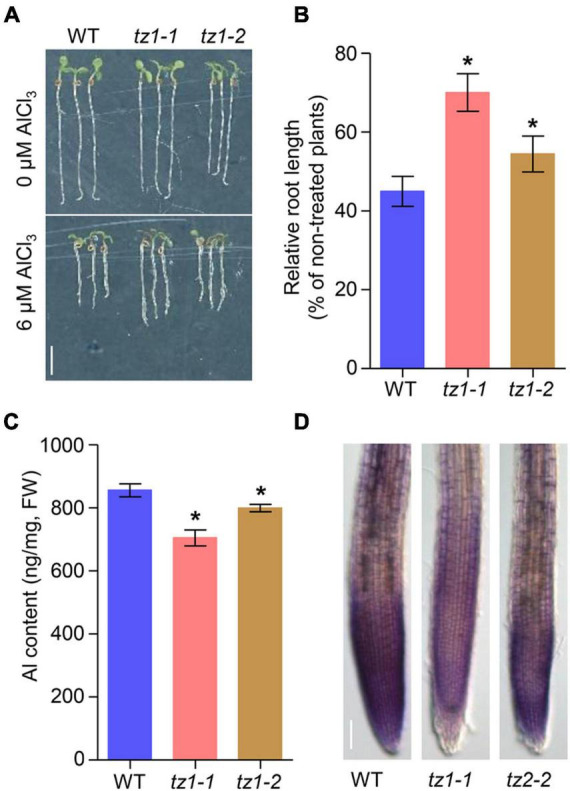
*Transition zone1* (*TZ1*) mediates the Al stress-induced inhibition of root growth. **(A,B)** Root growth of wild type (WT) and *TZ1* mutant seedlings after a 7-day exposure to 0 or 6 μM AlCl_3_. Three independent experiments were carried out, each with three replicates. Plants were grown at 22°C in long-day growth conditions. Scale bar, 0.5 cm. *p < 0.05 (Student’s *t*-test). **(C)** Al content in roots of WT seedlings and *tz1* mutants. *p < 0.05 (Student’s *t*-test). **(D)** Hematoxylin staining of root tips exposed to 25 μM AlCl_3_ for 3 h. Scale bar, 100 μm.

### *Transition Zone1* Is Expressed in the Transition Zone and Localized in the Cytoplasm

Since TZ1 negatively regulates the Al resistance in *Arabidopsis*, we then generated *TZ1p:TZ1-GFP-GUS* transgenic plants to investigate the expression pattern of *TZ1*. GUS staining analyses showed *TZ1* is expressed in the TZ, EZ, and mature zone (MZ) of the root, with the highest expression in the root TZ (Figure 2A). Without Al treatment, GFP signal was not detected in the root tips of *TZ1p:TZ1-GFP-GUS* plants, however, after 3-h exposure to Al stress, GFP signal was highly developed in the root TZ of the transgenic plants, indicating an upregulation of *TZ1* in the root TZ (Figure 2B). Similarly, stronger GUS stain was found after Al treatment (Supplementary Figure 3). Quantitative real-time PCR (qRT-PCR) analyses of 7-day-old WT *Arabidopsis* roots with or without 25 μM AlCl_3_ treatment confirmed the increased expression of *TZ1* at transcriptional level after Al treatment (Figure 2C). It is well known that the root TZ is the most sensitive site for Al toxicity, therefore, the high expression of *TZ1* in the root TZ is consistent with the enhanced Al resistance of *tz1* mutants. Additionally, we generated *35S::TZ1-YFP* construct and transformed it into the protoplasts of *Arabidopsis* mesophyll cells to examine the subcellular localization of TZ1. The results showed that TZ1 was mainly located in the cytoplasm (Figure 3A). To further confirm the above results, we co-expressed *35S::TZ1-YFP* with the cytosolic marker ADH-RFP (Yang Y. Z. et al., 2017) and the plasma membrane maker ZmCRN-mCherry (Je et al., 2018), respectively, and found that the YFP signal of the TZ1-YFP fusion protein was completely merged with ADH-RFP, but not ZmCRN-mCherry, implying the cytosolic localization of TZ1 protein (Figure 3B).

**FIGURE 2:**
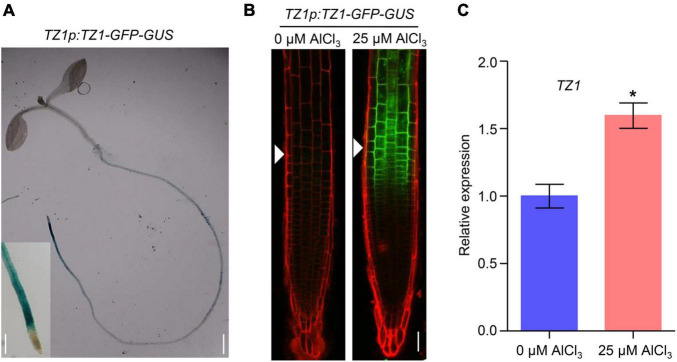
Aluminum stress-induced expression of *TZ1* in the transition zone. **(A)** The β-glucuronidase (GUS) staining of *TZ1p:TZ1-GFP-GUS* showed that *TZ1* is expressed in the *Arabidopsis* root, with the high expression in the transition zone (TZ), elongation zone (EZ), and mature zone (MZ). Left scale bar, 50 μm. Right scale bar, 1 cm. **(B)** 7-day-old *TZ1p:TZ1-GFP-GUS* seedlings were exposed to 0 or 25 μM AlCl_3_ for 3 h. Cell boundaries appear red following propidium iodide (PI) staining. The root TZ is marked with white arrowheads. Scale bar, 100 μm. **(C)** Relative expression of *TZ1* by qRT-PCR assay in the 7-day-old WT *Arabidopsis* roots treated with 0 or 25 μM AlCl_3_ for 3 h. *UBQ1* was used as the reference. Values are given as mean ± SD (*n* = 3). *p < 0.05 (Student’s *t*-test).

**FIGURE 3:**
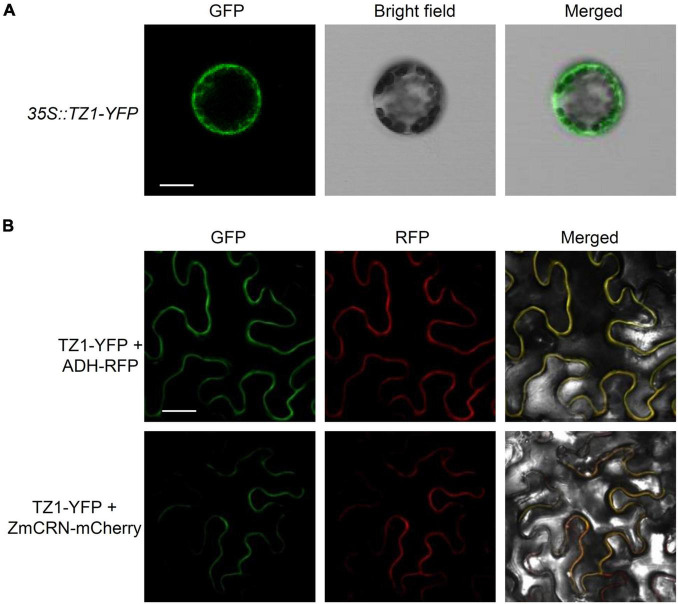
Subcellular localization of TZ1. **(A)** Plasmids containing genes encoding TZ1 protein and YFP protein were introduced into protoplasts of *Arabidopsis* mesophyll cells. Fluorescent and bright field images are shown. Scale bar, 50 μm. **(B)** Laser-scanning confocal images of TZ1-YFP fusion protein transiently expressed in *Nicotiana. benthamiana* leaf cells with ADH-RFP as a cytosolic maker or ZmCRN-mCherry as a plasma membrane maker. GFP: green fluorescent protein. RFP: red fluorescent protein. Scale bar, 50 μm.

### Transition Zone1 Interacts With Aconitases

To investigate the underlying mechanisms of TZ1 in regulating the Al resistance, we carried out Y2H experiments with the *Arabidopsis* cDNA library to screen TZ1 interacting proteins and 10 fragments were identified to interact with TZ1 (Table 1). Finally, ACO1 was selected for further analysis since ACO1 is involved in the metabolism of citric acid which is an important Al-chelator in Al resistance. In addition to the interaction of TZ1 and ACO1 in the yeast (Figure 4A), we generated ACO1-cLUC and TZ1-nLUC constructs and confirmed their interaction by luciferase complementation assay (Figure 4B). The tobacco mesophyll cells co-transformed with ACO1-cLUC and TZ1-nLUC by *A. tumefaciens*-mediated transformation showed strong LUC signal, but not the control transformed with empty vectors (Figure 4B). Moreover, TZ1-YFP was successfully detected in the anti-MYC immunoprecipitates of proteins extracted from *Arabidopsis* mesophyll protoplasts transiently expressing ACO1-MYC and TZ1-YFP (Figure 4C). Furthermore, *in vitro* pull-down assays with GST-tagged ACO1 and MBP-tagged TZ1 confirmed TZ1 interacts with ACO1 (Figure 4D). Besides *ACO1*, there are two additional ACO homologous genes in the *Arabidopsis* genome, *ACO2* and *ACO3*. Luciferase complementation and CoIP assays confirmed that TZ1 also interacts with ACO2 and ACO3 (Supplementary Figure 4).

**TABLE 1:** Yeast two hybrid (Y2H) screen for Transition zone1 (TZ1) interacting proteins.

Locus	Names	Description
AT5G60980	NTF2	RNA binding protein, mediates nuclear transport of small proteins like RanGTPase
AT4G23470	Unknown	PLAC8 family protein
AT5G25240	unknown	Stress induced protein, response to organic cyclic compound
AT5G09380	RPC4	RNA polymerase III RPC4
AT2G36530	ENO2	Involved in light-dependent cold tolerance and response to ABA in *Arabidopsis thaliana* seeds.
AT2G36120	DOT1	Encodes a glycine rich protein that is involved in leaf vascular patterning
AT4G35830	ACO1	Encodes an aconitase that participates in the TCA cycle
AT1G01010	NAC001	Response to hormone stimulus, lipid and oxygen-containing compound
AT1G08780	PFD4	Negatively regulates cold acclimation
AT5G28050	GSDA	Involved in purine nucleoside catabolic process

*Yeast two-hybrid experiments with yeast library to screen for TZ1 interacting proteins and 10 fragments were identified. Aconitase1 (ACO1) was selected for subsequent analyses.*

**FIGURE 4:**
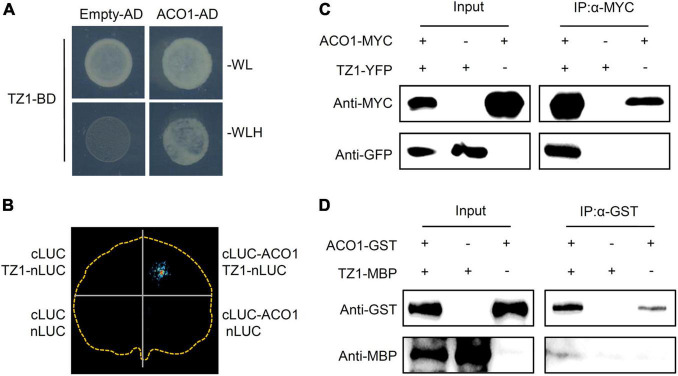
Transition zone1 interacts with ACO1. **(A)** Transition zone1 specifically interacts with aconitase1 (ACO1) in yeast. TZ1 was used as bait, the C-terminal of ACO1 was used as prey. Empty-AD was co-transformed as negative control. **(B)** Luciferase complementary imaging (LCI) analysis of interaction between TZ1 and ACO1. The N-terminal half of luciferase (nLUC) was fused to TZ1, and the C-terminal half of luciferase (cLUC) was fused to ACO1 (634–899 aa), and different construct combinations were co-expressed in *N. benthamiana*. LCI, luciferase complementation imaging. **(C)** *In vivo* Co-IP assay of TZ1 interaction with ACO1. ACO1-MYC was co-expressed with TZ1-YFP in *Arabidopsis* mesophyll cell protoplast. Protein extracts (Input) were immuno-precipitated with anti-MYC antibody (IP). Immunoblots were developed with anti-GFP antibody to detect TZ1 and with anti-MYC antibody to detect ACO1. **(D)** Western blotting assay of the GST pull down assay of ACO1-GST and TZ1-MBP.

### The *Arabidopsis Aconitase* Mutants Display Enhanced Aluminum Resistance

Since TZ1 interacts with ACO proteins and *tz1* mutants display Al resistance phenotype, we tried to investigate the role of *Arabidopsis ACO* genes in response to Al stress. Under normal conditions, the root length of *aco1*, *aco2*, and *aco3* mutants exhibited slightly longer roots than WT (Figure 5A). When the plants were treated with 6 μM AlCl_3_ for 7 days, *aco1*, *aco2*, and *aco3* mutants all showed less root growth inhibition when compared with the WT control (Figures 5A,B), which is similar to the *tz1* mutants. Additionally, we detected the Al content in *aco* mutants and found that all three *aco* mutants displayed lower Al content than WT (Figure 5C). All these results implied that TZ1 may regulate the Al resistance by reducing the Al accumulation in the root through its interaction with ACO.

**FIGURE 5:**
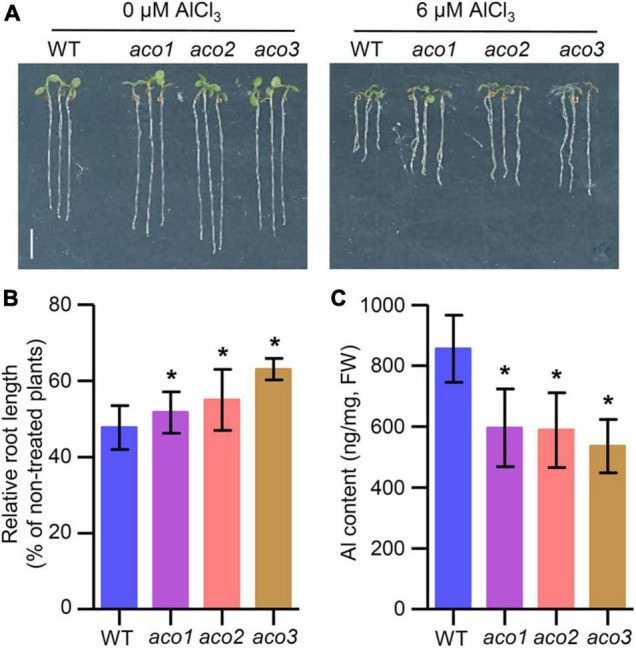
Aconitases (ACOs) mediate the Al stress-induced inhibition of root growth. **(A,B)** Root growth of WT and *aco* mutant seedlings after a 7-day exposure to 0 or 6 μM AlCl_3_. Three independent experiments were done, each with three replicates. Plants were grown at 22°C in long-day growth conditions. Scale bar, 0.5 cm. *p < 0.05 (Student’s *t*-test). **(C)** Al content in root of WT and *aco* mutants. *p < 0.05 (Student’s *t*-test).

### Citric Acid Content Is Increased in *Transition Zone1* Mutant

Aconitases play crucial roles in the Krebs cycle and catalyze the conversion of citric acid to isocitric acid. It is well known that citric acid can chelate toxic Al^3+^. Therefore, we measured the citric acid content of *tz1* mutants through high performance liquid chromatography with WT plants as control. Results showed that the citric acid content of *tz1-1* and *tz1-2* mutants is higher than WT (Figures 6A,B). The higher content of citric acid is consistent with the decreased Al accumulation and increased Al resistance in *tz1* mutants, implying TZ1 may function by influencing ACO activity and finally affect the citric acid homeostasis to regulate the Al stress response.

**FIGURE 6:**
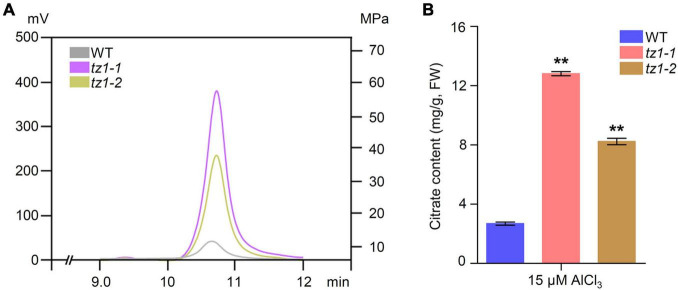
Citric acid content in *tz1.* **(A)** The citrate content in the roots were determined by high performance liquid chromatography (HPLC). The 7-day old seedings of WT and *aco* exposed to 15 μM AlCl_3_ for 24 h before measurement. **(B)** Quantification of the Al-induced citrate content in the WT and *tz1* mutants. **p < 0.01 (Student’s *t*-test).

## Discussion

Aluminum toxicity is one of the major factors that limits the crop production in acid soils (Liu et al., 2014; Sade et al., 2016). The exudation of organic acids, such as malate, citrate, and oxalate to chelate toxic Al^3+^ plays an important role in preventing Al^3+^ from entering the root cell (Kochian et al., 2015). In the current study, we characterized *TZ1* which was upregulated by Al stress in the TZ to be a negative regulator of Al resistance in *Arabidopsis* (Figures 1, 2). Furthermore, TZ1 interacts with ACOs (Figure 4 and Supplementary Figure 4) and promotes the conversion of citric acid to isocitric acid, leading to a decrease in the citric acid content and the corresponding increase in Al deposition in the root cell wall and the attenuation of root growth in Al stress response.

Due to the crucial role of citric acid in Al resistance, its secretion and accumulation in response to the Al stress have been extensively studied (Liu et al., 2018; Wang et al., 2018; Qiu et al., 2019; Matonyei et al., 2020). The Al-activated root citrate exudation is facilitated by the citrate transporter MATE (Sasaki et al., 2004; Hoekenga et al., 2006; Ligaba et al., 2006; Furukawa et al., 2007; Magalhaes et al., 2007; Liu et al., 2009, 2018; Maron et al., 2010; Yang et al., 2011; Tovkach et al., 2013). The transcription factor STOP1 is well known to upregulate the *MATE* expression and thus controls the release of citrate (Iuchi et al., 2007; Sawaki et al., 2009; Fang et al., 2020). The Al resistance of plants could be achieved by increasing the *in vivo* citrate content. Citrate is an intermediate of tricarboxylic acid cycle and glyoxylate cycle and its content was controlled by the level of the relevant enzymes involved in citrate metabolism. The *aco1*- and *idh12* mutants with more citrate displayed increased levels of Al resistance (Anoop et al., 2003). Overexpressing CS in tobacco, papaya, and *Arabidopsis* all lead to higher resistance to Al toxicity (De la Fuente et al., 1997; Koyama et al., 2000; Deng et al., 2009; Han et al., 2009). Our study first found an functionally unknown protein TZ1 interacts with ACOs (Figure 4 and Supplementary Figure 4) to negatively regulate the Al resistance by interfering with the citrate accumulation (Figure 6).

The activities and level of the citrate metabolism related enzymes are regulated by Al stress. It was reported that the activity of citrate synthases (CS) could be enhanced by Al stress in rye and Yuzu (*Citrus Junos* Sieb. ex Tanaka) (Li et al., 2000; Deng et al., 2009). Al stress affects the gene expression of citrate metabolism related enzymes including the upregulation of *CS* and *ACO1* that catalyze the conversion of citric acid to isocitric acid in the TCA cycle and the downregulation of isocitrate dehydrogenase1 (*IDH1*) (Anoop et al., 2003). In our study, TZ1, an ACOs-interacting protein, is induced by Al stress at transcriptional level (Figure 2), presumably enhancing the activity of ACOs through the directly interaction with ACOs. Under Al stress, the interaction with TZ1 enhances the activity of ACO and thus balances the overproduced citrate by Al-activated citrate synthase. It is interesting to clarify how the activity of ACOs is affected by the interaction with TZ1. Our present results showed that TZ1 interacts with the C-terminal of ACOs (Figure 4 and Supplementary Figure 4). Whether the interaction with TZ1 influences the binding of ACOs to the substrate citrate, or the conformation and activity of ACOs, requires more research in the future.

Previous studies have shown that the root TZ is the most sensitive site in response to Al stress. Multiple phytohormones, such as auxin, cytokinin, and ethylene interact with each other in the root TZ and are involved in the regulation of root growth under Al stress (Dello Ioio et al., 2008; Sun et al., 2010; Yang Z. B. et al., 2014; Liu et al., 2016; Di Mambro et al., 2017; Yang Z. B. et al., 2017). However, little is known about whether the root TZ is an important site for other factors, such as organic acids in response to Al toxicity. In this study, *TZ1* is highly upregulated in the root TZ after Al treatment and regulates plant Al resistance *via* ACO-regulated citrate catabolism (Figure 7). In Al toxicity responses, with the increased citrate production by CS, TZ1 is induced and interacts with ACOs to enhance the activity of ACO and finally promotes the conversion of citrate to isocitrate, and slow-down the plant growth. Under Al resistance condition, the decreased TZ1 releases ACO and results in the reduced activity of ACO, which finally results in the high content of citrate and increased Al resistance and plant growth. However, whether this proposed model of TZ1-ACOs module is widespread in nature requires further investigations in the future.

**FIGURE 7:**
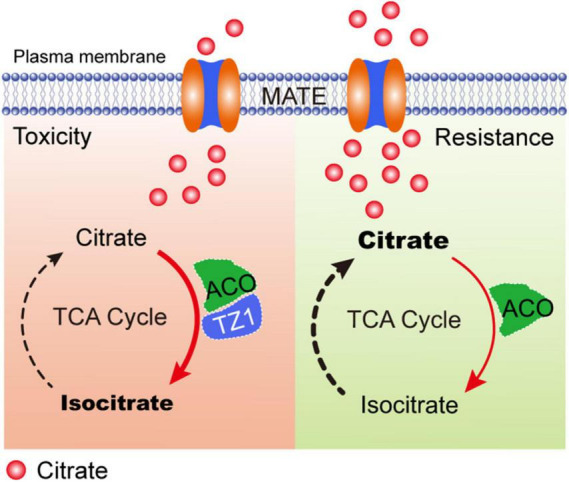
A proposed model of TZ1 and ACO mediated Al-stress response to control root growth. In toxicity responses, TZ1 is induced by Al stress and the interaction with ACO enhances the conversion of citrate to isocitrate and slows down the plant growth. Under Al resistance condition, the decreased TZ1 releases ACO and thus reduces the activity of ACO, which finally results in the high citrate content and enhanced Al resistance and plant growth.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

HT, ZD, and JL planned and designed the experiments. JL, BS, MZ, and GL performed the major experiments. HT and JL wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

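Gene expression was measured by RNA-seq in root tips of 7-day-old WT Arabidopsis seedlings, in 3 samples treated with 25 µM AlCl3 for 3 h and 3 control samples. Samples were assigned to groups and replicate numbers from their labels, which name the tissue only as roots. The dose, the time and the restriction to root tips were taken from the paper.

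The authors deposited FPKM values for 24379 genes, normalized for transcript length and for the mapped fragments of each sample, with replicates kept apart. The paper's text names no aligner, counting tool, annotation or test for these values. Its statistics section sets a limit of 0.05 for significance in the whole paper and names no RNA-seq test. The authors' deposited table also holds a log2 ratio of Al to control, and a p-value and q-value for it. The table carries 6 further per-sample columns, which repeat the FPKM values of the others and were not used. Gene starts and ends equal those of TAIR10.1 for 23857 of the 24174 genes found in both, so TAIR10.1 coordinates were used throughout.

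The design written before the data were examined assumed counts and named limma on log2(FPKM + 1) for the case that there were none. That test was used, with R 4.3.3 and limma 3.58.1. The filter (an FPKM of at least 1 in at least 3 samples, 18463 genes) and the mean-variance trend were chosen once the unit was known and before any test was run. P-values were adjusted by the Benjamini-Hochberg method and called at 0.05. Single values were compared by exact two-sided permutation, which with 3 samples against 3 gives no p below 0.1. The pairing of replicate numbers comes from the labels, and the mean correlation of same-numbered deviations across genes was -0.17. The shift of the zone genes was tested with camera from limma.

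Depth was estimated from the steps of low FPKM values, with a read offset of 36 bases common to all samples, as 21650000 to 21850000 fragments per sample. This is an estimate and covers counting error only. The limma step was tested on simulated data for 18463 genes in which 200 were changed. It recovered 18% of the changes of 0.33, 42% of those of 0.5, 100% of those of 1 and 96% of those of 2 on the log2 scale, and 5.19% of its calls were false. Far more genes were called in the real data, so the p adjustment was stricter in the simulation. The shares recovered do not carry over to the real data. The depth estimate was tested on simulated values with known depths, and its largest error was 0.385% over 13906 genes.

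Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a replicate block, a replicate block with a loess correction for GC content (span 0.3), each sample left out in turn, other thresholds, adjustment over the 13 genes alone, camera with an estimated correlation, and the zone genes without the 13. Added after seeing the data were median-ratio scaling, TPM scaling, quantile normalization, a filter of FPKM at least 1 in every sample, no mean-variance trend, and a robust form of the GC correction. The robust form was added because the planned GC correction reversed the sign of TZ1, and 16 forms of the correction had been looked at for TZ1 by then.

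The genes named in the text were set by a rule written before the data were examined. They are TZ1 and the other candidates, UBQ1, the other genes the paper names that a table resolves, the 5 largest rises and 5 largest falls that pass the test with a mean log2 value of at least 1 and no overlap between the groups, and the 3 largest rises among unknown zone genes outside the 13. The rule gave the mean in log2 CPM, and log2(FPKM + 1) was used in its place. AT4G11020, the closest match of TZ1 in the annotation, was added later. Not every gene under this rule is reported here. Sharing of sequence was checked as the percentage of 50-base stretches of a transcript found in another gene's transcript. Guide targets were searched in the whole reference with up to 3 mismatches. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, Biopython 1.88 and matplotlib 3.10.9 were used.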

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

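The tests of sample scaling, of sequencing depth and of the share of lower genes under the GC correction were chosen only after the excess of lower genes was seen.

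After Al treatment 7106 genes were lower, a group the paper does not discuss. Of all called genes, 64.4% were lower. The excess lies among small changes: with a log2 fold change of at least 1 as a further limit, 1190 genes were higher and 531 lower. Several technical explanations were weighed for this excess. Of the called genes, 48.5% were lower under median-ratio scaling, 62.0% under quantile normalization and 70.4% under TPM scaling. Median-ratio scaling centres the changes near 0, so a near-even split follows from it in advance and does not test library composition as the cause. The mean estimated depth differed between the groups by 0.306%. With the 20 most abundant genes left out of the totals the median log2 fold change was still -0.13. Across genes, the log2 fold change fell with transcript length (Spearman rho -0.25) and with GC content (rho -0.17). The first of these is past the limit that had been set for an effect of length, and the second lies between the limits set for an effect of GC content and for none. With the replicate block and the planned GC correction, which keeps the mean over all genes, 62.2% of the called genes were lower, against 63.4% with the block alone, so removing the GC trend left the excess in place. The median log2 fold change was -0.12 after that correction. Genes are not independent replicates in these correlations. The excess of lower genes therefore cannot be told apart from sample scaling or gene length, a part played by GC content is not excluded, and a biological cause is not separated from them. Among the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1, the real one, gave as many lower genes, and the same holds for the genes called higher (1 of 4). With 4 splits the share cannot fall below 0.05. The other 6 splits part a single same-numbered pair each, and every split other than the real one gave at most 1 higher and 1 lower gene. All of those splits mix Al and control samples within a group, so the treatment change adds to the spread there. Few calls follow from this in advance, and the splits do not measure the rate of false calls.

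Outside the paper's list of upregulated genes, 3649 genes were higher. They were picked out because the paper's list was drawn from genes with a hypothetical description. The 5 largest rises among genes passing the test include TCH4 (log2 fold change 6.43, standard error 0.19), TCH3 (5.97, standard error 0.083, overlapped by antisense genes) and AT3G47480 (6.49, standard error 0.089). AT5G51190, which an antisense gene overlaps, was listed at 0 in every control sample and at 164.9, 156.2 and 126.5 FPKM after Al. CYP706A2 (6.09, standard error 0.13) is uncertain, since 60.4% of the 50-base stretches of its transcript occur in AT4G22690. The number of genes called higher in all depends on the scaling, with 5356 under median-ratio, 4179 under quantile and 3432 under TPM scaling.

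Among the unknown zone genes outside the 13, 9 were higher. The largest rises were AT4G37240 (log2 fold change 3.72, standard error 0.16, limma adjusted p = 1.72e-07), AT2G31940 (0.96, standard error 0.14, limma adjusted p = 0.000307) and AT5G57340 (0.92, standard error 0.11, limma adjusted p = 8.47e-05). Each was higher in all 3 Al samples than in every control sample, and without a GC correction each rise is larger than that of TZ1. AT5G57340 overlaps an antisense gene, and with the replicate block and the planned GC correction its rise was 0.30 and was no longer called (limma adjusted p = 0.0932, range over all alternatives 3.19e-05 to 0.0932). For all 53 unknown zone genes together, 1 of the 4 splits that part the same-numbered pairs, the real one, gave as many higher genes. The others mix Al and control samples within a group, so few calls there follow in advance. With the replicate block and the planned GC correction 12 of the 53 were higher, against 14 with the block alone and 16 with neither. Under median-ratio scaling 23 were higher, under TPM scaling 14 and under quantile normalization 17.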

How the results depend on the processing

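The alternatives called median-ratio, TPM and quantile scaling, the stricter FPKM filter, the fit without a mean-variance trend and the robust GC correction were chosen after seeing the data, and the rest before the data were examined. DESeq2, RLE factors, total counts and a minimum of 10 counts were not run, since the values are not counts.

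TZ1 reversed under 1 alternative. With the replicate block and the planned GC correction its log2 fold change was -0.10 (limma adjusted p = 0.317), against 0.33 without them. With the robust GC correction it was 0.093 (limma adjusted p = 0.363). The replicate block alone left it past the threshold (0.33, limma adjusted p = 0.0175), so the change comes with the GC correction. Over all alternatives its limma adjusted p ranged from 0.00186 to 0.363. Of 16 forms of that correction, all 8 least-squares forms gave a negative value, from -0.18 to -0.10, and all 8 robust forms a positive one, from 0.066 to 0.12. Under the other 14 alternatives TZ1 stayed higher with a limma adjusted p below 0.05. At the size of the TZ1 change, the test recovered 18% of simulated changes. Only 200 of 18463 genes were changed in that simulation, and far more were called in these data. The p adjustment was therefore stricter there, and the 18% does not give the share recovered here.

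The GC correction also gave negative values for AT2G17300 (-0.094), AT3G55420 (-0.11) and AT5G02640 (-0.12), and a positive one for CSY2 (0.0081). The robust form gave -0.037, -0.078 and -0.089 for the first 3. Median-ratio scaling turned ACO1 (0.032), RPC4 (0.088) and CSY2 (0.065). TPM scaling brought ACO1 (-0.18) past the threshold and turned UBQ1 (-0.055), CSY3 (-0.014), AT3G55420 (-0.035) and AT5G02640 (-0.047). Quantile normalization brought ACO1 (-0.21) past it and turned RPC4 (0.061), UBQ1 (-0.081), CSY3 (-0.0098) and AT1G13670 (-2.8e-05). Median-ratio and TPM scaling shift nearly all genes alike. The median log2 fold change of all tested genes was -0.13 without them, -0.0024 under median-ratio scaling and -0.19 under TPM scaling. The changes of the genes above under these scalings go with such a shift and are not particular to those genes. For the GC correction and quantile normalization the cause was not tested. ACO3 stayed lower under all 16 alternatives.

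With a log2 fold change of at least 1 as a further limit, 1190 genes were higher, 531 lower, 96 of the listed genes and 6 of the unknown zone genes higher. With no p limit, 13 candidates, 509 of the listed genes and 31 of the unknown zone genes were above 0. For the candidates and the listed genes this was nearly fixed in advance, since both were drawn from genes with a log2 ratio above 0 in the same data. With the replicate block, 3648 genes were higher and 6319 lower, and 6 candidates, 258 listed genes and 14 unknown zone genes were higher. The zone set shift stayed short of the threshold under every alternative (camera p from 0.0694 to 0.614).

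Across the 6 fits that each left out one sample, 3421 to 4024 genes were higher and 6235 to 6495 lower, with 6 to 8 candidates, 243 to 275 listed genes and 14 to 17 unknown zone genes higher. The zone set shift ran from 0.0043 to 0.048. TZ1 ran from 0.26 to 0.39, ACO1 from -0.12 to -0.097 and ACO3 from -0.44 to -0.37. The log2 ratio of TZ1 to UBQ1 ran from 0.28 to 0.39. RPC4 ran from -0.12 to 0.038, UBQ1 from -0.066 to 0.080, CSY3 from -0.019 to 0.090, AT3G55420 from -0.028 to 0.13 and AT5G02640 from -0.067 to 0.079. Among all 51 single genes named beside these results, 804 values were computed, of which 30 were weaker, 15 stronger and 28 reversed. The reversals include 2 under median-ratio and 4 under TPM scaling, which go with a shift common to nearly all genes.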

Differences from the paper's values

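The paper's text gives 13 unknown genes upregulated after Al treatment, and 7 of them were higher here. Of the alternatives set before the data were examined, the one with a log2 fold change above 0 and no p limit gave 13, and none of the others closed the gap. The 13 were drawn from genes with a log2 ratio above 0 in the same data, so that match was nearly fixed in advance. Median-ratio scaling, chosen after seeing the values, gave 9, with AT1G67350 (0.32) and AT2G20820 (0.26) called in addition. Antisense genes overlap both of these. AT1G67350 was also called without Al replicate 1 (0.25) and AT1G13670 without Al replicate 3 (0.25). AT2G17300, AT3G55420 and AT5G02640 were called under none of the alternatives.

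The paper's list of upregulated genes in Supplementary Data 1 has 819 genes, and 284 of them were higher here. None of the alternatives set before the data were examined closed this gap, and the nearest was the one with no p limit, 509 genes. Of the 819 genes, 516 passed the filter and were tested, so alternatives that kept the filter could not reach 819. Without the filter 313 genes were higher.

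For AT3G21680 the paper's log2 ratio is 1.40 and the value here 1.00, for AT1G68430 the paper's is 0.41 and the value here 0.30, and for AT1G72240 the paper's is 3.63 and the value here 2.82. With a pseudocount of 0.1 these became 1.32, 0.39 and 3.53, within the replicate SD of the paper's values. The values without Al replicate 3 for AT3G21680 (1.18) and without Al replicate 1 for AT1G68430 (0.36) were within it as well, and the other alternatives set before the data were examined were not. For AT5G60350 the paper's log2 ratio is 6.22 and the value here 4.53. A pseudocount of 0.1 gave 5.97, and none of the alternatives set before the data were examined closed the gap. For 75.8% of 22503 genes the authors' deposited log2 ratio lay within 0.01 of the log2 ratio of mean FPKM values. The log2(FPKM + 1) scale understates changes of genes with low FPKM, and AT5G60350 had a control mean of 0.433. The smaller pseudocount moved each of these genes toward the paper's value, so their gaps go with the difference of scale.

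The introduction describes TZ1 as strongly upregulated in the root TZ after Al. For the TZ the paper shows a reporter line, with GFP signal there only after Al and stronger GUS stain. Its qRT-PCR of roots also gave a rise. In these root-tip samples the log2 fold change of TZ1 was 0.33, rank 3198 of the 3933 genes called higher. The samples hold other zones as well, so they do not measure the TZ alone and do not test the claim for it. The paper's own log2 ratio for TZ1 is 0.35, and the value here is within the replicate SD of it. Under the planned GC correction the log2 fold change was -0.10, and under the robust form 0.093.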

Other observations

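The tests of how the deposited q-values arose and of GC content alone for TZ1 were chosen only after the results they bear on were seen.

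The rise of TZ1 was weighed against reads shared with AT4G11020, its closest match in the annotation, which has 78.4% identity over 342 aligned coding bases. The longest exact stretch common to the transcripts has 18 bases, too short for a 50-base read. AT4G11020 was listed at 0 in every control sample and at 0, 0.09 and 0.09 FPKM after Al. Against the median of the 200 tested genes nearest in GC content and length, TZ1 was higher by 0.25, most of its own change of 0.33. Under the planned GC correction its log2 fold change was instead -0.10, and it no longer passed the test. A candidate explanation for the different outcomes is that genes with as low a GC content as TZ1 had a mean log2 fold change of 0.46 and a median of 0.14, since a correction to the mean removes more than one to the median. The rise of TZ1 in these samples therefore cannot be told apart from the change of genes with low GC content. These data do not show whether that change is technical or a response of such genes to Al.

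The log2 ratio of TZ1 to UBQ1, the reference gene of the paper's qRT-PCR, was -4.23 ± 0.11 (SD, n = 3) in the control and -3.90 ± 0.070 (SD, n = 3) after Al. The difference was 0.34, with each Al sample above each control sample (exact two-sided permutation p = 0.1, the smallest possible). With samples paired by replicate number the exact p was 0.25, also the smallest possible. A ratio to another gene leaves a GC effect in place, and UBQ1 overlaps annotated genes on both strands.

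In the authors' deposited table 15745 of the 18463 tested genes have a q-value under 0.05, and 4708 of them were not called by limma. A candidate explanation is a test on reads pooled over the replicates. A binomial test on pooled fragments recovered from FPKM gave a median ratio of 0.997 between its -log10 p and that of the authors' deposited table, over 7294 genes. The ranks of the deposited p-values had a Spearman rho of 0.903 with limma over 9142 genes, and 1.000 with the pooled test. Such a test does not use the spread between replicates. In the authors' deposited table the q-values are 0.30 times the Benjamini-Hochberg adjusted p at the median, and the largest is 0.30. A q-value under 0.05 there was given to 17590 genes, against 16483 with a p-value under 0.05.

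The 819 genes of the paper's list are all but 1 of the 820 genes described as hypothetical with a log2 ratio above 0 in the authors' deposited table. The list has no apparent p limit: in the paper's values 311 of its genes have a q-value of 0.05 or more and 562 a log2 ratio under 1. Among the 13 candidates 3 have such a q-value and 8 such a log2 ratio. TZ1 ranks 471 in the list by the paper's log2 ratio. Of the 53 unknown zone genes, 33 have a log2 ratio above 0 in the authors' deposited table, and 20 of those are not in the list.

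The zone genes exceeded the other genes by 0.029 in mean log2 fold change (651 zone genes tested, limma's camera, two-sided p = 0.168, and p = 0.197 with the replicate block), and in an exact permutation of the samples 2 of the 4 splits that part all same-numbered pairs gave a shift as large. The shift was 0.035 under median-ratio scaling, a change common to nearly all genes that cannot move it much, and 0.033 against genes nearest in length, but 0.0098 against genes nearest in expression. It was also 0.0099 without the 13 candidates, 0.0049 with a pseudocount of 0.1 and 0.0072 under quantile normalization, and 0.061 with an FPKM of at least 1 in every sample, so what shift there is may follow expression level, rest on the 13 genes chosen for rising, or depend on the scale and the filter. For the candidates and for the listed genes, 1 of the 4 splits, the real one, gave as many higher genes, and these lists were drawn from the same data. The other splits mix Al and control samples within a group, so few calls there follow in advance.

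ALMT1 rose from an FPKM of 0.567 ± 0.142 (SD, n = 3) to 15.4 ± 2.20 (SD, n = 3), a log2 fold change of 3.38 (standard error 0.12, limma adjusted p = 5.17e-08), with each Al sample above each control sample. STOP1 rose by 0.31 (standard error 0.068, limma adjusted p = 0.00368), and an antisense gene overlaps it. CSY4 rose by 0.39 (standard error 0.069, limma adjusted p = 0.00101), and an antisense gene overlaps it as well. The citrate synthase genes CSY2 (-0.074, limma adjusted p = 0.405) and CSY3 (0.053, limma adjusted p = 0.553) were not called, and CSY5 was below the filter. IDH1 changed by 0.12 (standard error 0.069, limma adjusted p = 0.163), and was called higher with the replicate block and the planned GC correction (0.19, limma adjusted p = 0.0482), with the robust form (0.20) and under median-ratio scaling (0.26). Over all alternatives its limma adjusted p ranged from 0.0177 to 0.588. Among auxin genes the paper names, AUX1 changed by -0.81 (standard error 0.089, limma adjusted p = 6.72e-05), YUC3 by -1.16 (standard error 0.092, limma adjusted p = 7.93e-06) and YUC5 by 0.80 (standard error 0.15, limma adjusted p = 0.00145). TAA1 (-0.43), PIN2 (-0.33), YUC6 (-0.34) and YUC8 (-0.51) and the ethylene regulator EIN3 (-0.51) were also called lower by limma, with adjusted p values of 0.0116, 0.00192, 0.0184, 0.0291 and 0.000251. YUC9 (-0.22) and PIF4 (0.057) were not called. YUC8 was no longer called with the replicate block alone (limma adjusted p = 0.0509, range over all alternatives 0.00992 to 0.100) and lost its call under 8 of 16 alternatives, and YUC6 lost its call under 6. TAA1 was no longer called with the replicate block and the planned GC correction (-0.35). Of the Table 1 loci, GSDA rose by 1.03 (standard error 0.062, limma adjusted p = 1.39e-06) and AT4G23470, which antisense genes overlap, by 0.95 (standard error 0.076, limma adjusted p = 8.96e-06). NAC001 rose by 0.61 (standard error 0.072, limma adjusted p = 0.000104). NTF2, which an antisense gene overlaps, changed by -0.40 (standard error 0.059, limma adjusted p = 0.000410), AT5G25240 by -0.38 (standard error 0.082, limma adjusted p = 0.00336) and DOT1 by -0.20 (standard error 0.062, limma adjusted p = 0.0223). DOT1 was no longer called with the replicate block (limma adjusted p = 0.0602, range over all alternatives 0.00487 to 0.540). RPC4 (-0.038), ENO2 (0.19) and PFD4 (0.23) were not called, though under some alternatives ENO2 and PFD4 were, among them the replicate block with the planned GC correction (0.29 and 0.24). The largest falls were AT5G46900, AT3G19430, NLM1, AT1G19900 and AT5G60520, with log2 fold changes of -3.25, -3.24, -3.06, -3.03 and -2.97, and an antisense gene overlaps AT5G60520. AT5G46900 is uncertain, since 22.5% of the 50-base stretches of its transcript occur in AT5G46890.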
